# Genome-Wide Super-Enhancer-Based Analysis: Identification of Prognostic Genes in Oral Squamous Cell Carcinoma

**DOI:** 10.3390/ijms23169154

**Published:** 2022-08-15

**Authors:** Tomoaki Saito, Shunichi Asai, Nozomi Tanaka, Nijiro Nohata, Chikashi Minemura, Ayaka Koma, Naoko Kikkawa, Atsushi Kasamatsu, Toyoyuki Hanazawa, Katsuhiro Uzawa, Naohiko Seki

**Keywords:** oral squamous cell carcinoma, super-enhancers, chromatin immunoprecipitation sequencing, H3K27ac, *C9orf89*, *CENPA*, *PISD*, *TRAF2*, TCGA-OSCC

## Abstract

Advanced-stage oral squamous cell carcinoma (OSCC) patients are treated with combination therapies, such as surgery, radiation, chemotherapy, and immunotherapy. However, OSCC cells acquire resistance to these treatments, resulting in local recurrence and distant metastasis. The identification of genes involved in drug resistance is essential for improving the treatment of this disease. In this study, we applied chromatin immunoprecipitation sequencing (ChIP-Seq) to profile active enhancers. For that purpose, we used OSCC cell lines that had been exposed to cetuximab for a prolonged period. In total, 64 chromosomal loci were identified as active super-enhancers (SE) according to active enhancer marker histone H3 lysine 27 acetylation (H3K27ac) ChIP-Seq. In addition, a total of 131 genes were located in SE regions, and 34 genes were upregulated in OSCC tissues by TCGA-OSCC analysis. Moreover, high expression of four genes (*C9orf89*; *p* = 0.035, *CENPA*; *p* = 0.020, *PISD*; *p* = 0.0051, and *TRAF2*; *p* = 0.0075) closely predicted a poorer prognosis for OSCC patients according to log-rank tests. Increased expression of the four genes (mRNA Z-score ≥ 0) frequently co-occurred in TCGA-OSCC analyses. The high and low expression groups of the four genes showed significant differences in prognosis, suggesting that there are clear differences in the pathways based on the underlying gene expression profiles. These data indicate that potential stratified therapeutic strategies could be used to overcome resistance to drugs (including cetuximab) and further improve responses in drug-sensitive patients.

## 1. Introduction

Oral cancer is a malignant neoplasm that begins in various parts of the oral cavity, e.g., the tongue, buccal mucosa, and the floor of the mouth. Most of them are oral squamous cell carcinomas (OSCC) [1]. According to Global Cancer Statistics 2018, there are approximately 350,000 new cases of OSCC and 180,000 deaths from the disease per year worldwide [2]. Metastatic and advanced stage cases of oral cancer have a poor prognosis, i.e., the 5-year survival rate is less than 50% [3]. Surgical resection is the first line of treatment of patients with OSCC. However, combinations of chemo-radiation therapy, molecularly targeted therapy and immunotherapy are selected for unresectable or advanced-stage cases [3,4]. First-line treatment regimens for recurrent or metastatic HNSCC include the immune checkpoint inhibitor pembrolizumab [5] and the EXTREME regimen, which includes cetuximab [6]. Cetuximab is an important treatment option as a second-line (and later) option for recurrent or metastatic HNSCC.

In general, cancer cells respond well to initial treatments, but develop resistance during ongoing treatment. There are few effective treatments for cancer cells that have acquired resistance to anticancer drugs (cisplatin; CDDP, 5-fluorouracil; 5-FU, and paclitaxel) or molecular targeted therapy (cetuximab) [7,8]. Identifying molecular events in cancer cells that lead to treatment resistance is an important goal in cancer research and represents significant challenges.

Various analytical approaches (gene expression profiles, noncoding RNA profiles, and chromosomal alteration) have been explored to elucidate the molecular mechanisms of drug resistance [8,9]. Previous studies have revealed that the expression of anticancer drug excretion genes, DNA repair genes, antiapoptotic genes, and epithelial mesenchymal transition (EMT)-related genes may be activated in anticancer drug-resistant cancer cells [10,11,12,13].

Recent studies have revealed that epigenetic factors (e.g., including DNA methylation, histone modifications, non-coding RNAs) are pivotal players in the malignant transformation of cancer cells [14,15,16]. Epigenetic changes in gene expression are reversible and do not alter the DNA sequence but may change the way the DNA sequence is read and expressed.

The binding of transcription factors to an enhancer is an important first step in gene expression [17]. Enhancers are short (50–1500 base pair) DNA regions to which transcription factors bind to increase the likelihood of transcription of a particular gene [18]. Super-enhancers are formed to strongly express pivotal genes that determine the fate of cells [19,20]. A super-enhancer (SE) is a region of the mammalian genome that contains multiple enhancers that collectively bind transcription factors to facilitate gene transcription [19,21]. Elevated enhancer activities are involved in the resistance of cancer cells following treatment with anticancer drugs [22,23,24,25].

Recent cancer research is clarifying the mechanism by which higher-order chromatin structures (modulated by DNA methylation and histone modification) are involved in human oncogenesis and drug resistance [26,27,28]. H3K27ac (acetylation of the lysine residue at N-terminal position 27 of the histone H3 protein) is associated with higher activation of transcription and is therefore defined as an active enhancer mark [29,30].

Chromatin immunoprecipitation sequencing (ChIP-Seq) is a well-established technology that combines chromatin immunoprecipitation (ChIP) with next-generation sequencing. By using this method, it is possible to analyze histone modification and the binding sites of transcriptional regulators (DNA-binding proteins) on the genome in a genome-wide manner [31,32]. ChIP-Seq analysis targeting H3K27ac reveals that a super enhancer in the genome is active [33,34].

In previous studies, we established cetuximab-resistant OSCC cell lines and identified several genes involved in cetuximab resistance [35]. In this study, we attempted to identify super-enhancers involved in drug resistance using OSCC cell lines that had been treated with cetuximab for prolonged periods. A total of 64 genomic loci of H3K27ac-related super-enhancers were identified by comparing the parental cell lines with the cetuximab-treated cell lines. A total of 131 genes were identified in the super-enhancers, and The Cancer Genome Atlas (TCGA) revealed that 34 genes were highly expressed in OSCC clinical tissues. Importantly, high expression of four genes (*C9orf89*; *p* = 0.035, *CENPA*; *p* = 0.020, *PISD*; *p* = 0.0051, and *TRAF2*; *p* = 0.0075) closely predicted a poorer prognosis of OSCC patients. Here, we provide information on super-enhancers involved in drug resistance. Identification of candidate genes should accelerate our understanding of the molecular mechanisms of drug resistance.

## 2. Results

### 2.1. Genome-Wide Screening of SE in OSCC Cell Lines following Long-Term Treatment with Cetuximab Using H3K27ac ChIP-Seq Analysis

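H3K27ac ChIP-Seq data of HSC-3 and SAS, 2 cell lines derived from OSCC, were analysed as 4 libraries, with 1 library each of parental HSC-3, Cmab-LTE HSC-3, parental SAS and Cmab-LTE SAS cells. H3K27ac marks active enhancers, and cetuximab is an antibody against EGFR. The sample labels give stepwise cetuximab doses of 10, 20, 50 and 100 µg/mL with exposures of 24 h for the Cmab-LTE cells. According to the methods, single-end reads were aligned to hg38 with BWA, duplicates and reads of low mapping quality were removed, peaks were called with MACS and regions of the ENCODE blacklist were taken out. Peaks lying within the stitching distance of each other were joined into merged peak regions, and the aligned reads in each region were counted as tags. The methods describe the underlying read files as normalized without naming the step. The values used here are the tag counts per merged peak region as the authors deposited them, and the authors' list of SEs, which they defined as the top 5% of the merged regions by tag count. The tags in merged regions summed to 14269966 in parental HSC-3, 12110856 in Cmab-LTE HSC-3, 12049638 in parental SAS and 9113773 in Cmab-LTE SAS, so that the highest total was 1.57 times the lowest. These totals are sums over the regions called in each library, which covered between 116 Mb in Cmab-LTE SAS and 142 Mb in parental HSC-3. The smallest gap between neighbouring merged regions was between 12501 and 12507 bp in the 4 libraries. The SEs of all libraries were merged where they overlapped by 1 bp or more, which gave 1708 SE regions. A region was counted as gained in a cell line when it held an SE of the Cmab-LTE library and none of the parental library, and as lost in the opposite case. There were no replicates within a line, and no test between conditions was made. A difference between 2 libraries is a difference between those libraries. Intervals of tag counts are exact 95% Poisson intervals and cover counting error only.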

To investigate the dynamic epigenetic state of OSCC after long-term exposure to anticancer drugs, we identified SEs with H3K27ac peaks in control cells (HSC-3 and SAS) and cells that had been subjected to long-term cetuximab exposure (Cmab-LTE). 

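The number of SEs followed the number of merged peak regions, because the SEs were a fixed share of them. Parental HSC-3 had 22386 merged regions and 1119 SEs, and Cmab-LTE HSC-3 had 19900 merged regions and 995 SEs. Parental SAS had 21104 merged regions and 1055 SEs, and Cmab-LTE SAS had 20851 merged regions and 1043 SEs. When the top 5% was recomputed from the merged regions, the number of SEs was the same in each library, which follows from the definition. The recomputed top 5% held 1118 of the 1119 listed SEs in parental HSC-3. It held all 995 in Cmab-LTE HSC-3, all 1055 in parental SAS and all 1043 in Cmab-LTE SAS. The lowest tag count of an SE was 2529 in parental HSC-3, 2504 in Cmab-LTE HSC-3, 2230 in parental SAS and 1681 in Cmab-LTE SAS. Parental SAS had 1.33 times the lowest SE tag count and 1.32 times the tag total of Cmab-LTE SAS, so that the lower count in Cmab-LTE SAS goes with its lower tag total. In HSC-3 the count did not follow the total. Parental HSC-3 had 1.01 times the lowest SE tag count and 1.18 times the tag total of Cmab-LTE HSC-3. The SEs held 39.1% of the tags in parental HSC-3 and 41.3% in Cmab-LTE HSC-3, on 38.9 and 36.8 Mb. In SAS they held 38.9% in the parental cells and 36.8% in the Cmab-LTE cells, on 33.1 and 33.9 Mb. The mean tag density in SEs was 143 tags per kb in parental HSC-3, 136 in Cmab-LTE HSC-3, 142 in parental SAS and 98.8 in Cmab-LTE SAS. With the cutoff placed where the scaled curve of tag count against rank has a slope of 1, as in the ROSE method, there were 1063 SEs in parental HSC-3, 932 in Cmab-LTE HSC-3, 1171 in parental SAS and 833 in Cmab-LTE SAS.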

A total of 995 and 1043 SE peaks were detected in Cmab-LTE HSC-3 and Cmab-LTE SAS cells (Figure 1).

Next, we compared the control cells and the Cmab-LTE cells. A total of 152 and 481 SE gain peaks were identified in Cmab-LTE HSC-3 and Cmab-LTE SAS compared with the respective parental cell lines, respectively (Figure 1 and Figure 2). Of these, 68 gain peaks were common to the two cell lines. 

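From the merged SE regions, 153 were gained in Cmab-LTE HSC-3 and 482 in Cmab-LTE SAS. Most gained regions already carried H3K27ac in the parental library. Of the HSC-3 gains, 152 overlapped a merged peak region of parental HSC-3, and 126 of these ranked within the top 10% of its regions. In SAS, 462 gains overlapped a parental merged region and 207 ranked within the top 10%. The median log2 ratio of tags in Cmab-LTE to parental cells was 0.44 in the HSC-3 gains and 0.78 in the SAS gains. The median covered length per region was 22.1 kb in parental and 28.8 kb in Cmab-LTE HSC-3, and 14.7 kb in parental and 27.2 kb in Cmab-LTE SAS. The median ratio of tag density was 1.13 in HSC-3 and 0.99 in SAS. Among all merged regions called in both libraries of a line, the median log2 tag ratio was -0.38 in HSC-3 and -0.23 in SAS. When a gain also required at least 1.5-fold more tags than in the parental cells, 55 regions remained in HSC-3 and 297 in SAS. The parental SAS library shared more SE regions with parental HSC-3 than with Cmab-LTE SAS. Of the regions with an SE in either of 2 libraries, 876 of 1241 were shared between the parental libraries and 531 of 1506 between the SAS libraries, against 829 of 1246 between the HSC-3 libraries. A mislabelled or mixed parental SAS sample was not excluded. Gains and losses in SAS are therefore differences between these libraries and are not shown to be changes on exposure. SEs present in all 4 libraries occupied 476 regions, and 342 regions were SEs in Cmab-LTE SAS alone.

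**Figure D1:**
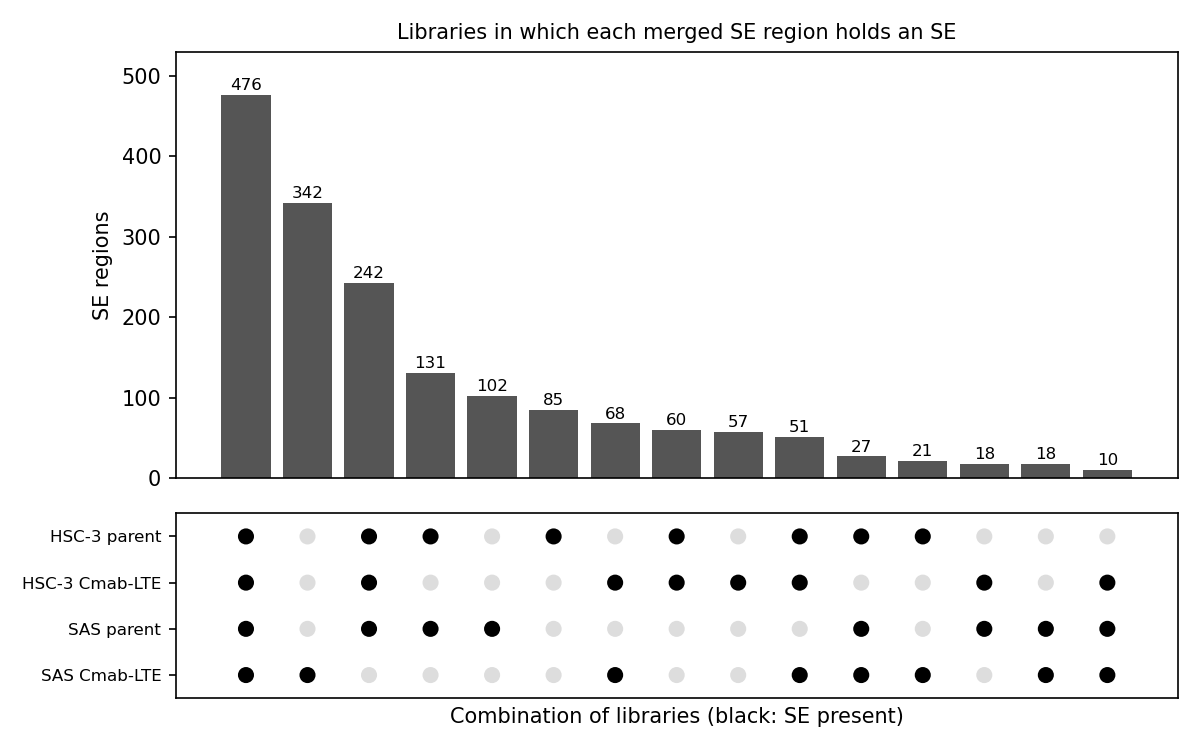
Number of merged SE regions (vertical axis) for each combination of libraries in which the region holds an SE, given by the black dots under each bar. The largest groups are the 476 regions with an SE in every library and the 342 regions with an SE in Cmab-LTE SAS alone.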

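With these definitions, 68 SE regions were gained in both lines, 85 in HSC-3 alone and 414 in SAS alone. Of the 68 regions of Table 1, 67 had the same start and end as these, and the remaining region overlapped one with a start that differed by 25 bp. As a comparison, as many regions as were gained in each line were drawn 10000 times from regions of the same parental tag rank that were no parental SE. These draws shared a median of 19 regions between the lines, with a range from 6 to 35. Draws from the SEs of each Cmab-LTE library, matched on their rank there and chosen after the first draws had been seen, shared a median of 36 regions, with a range from 20 to 58. Neither kind of draws takes account of how alike the parental libraries are, so the draws do not show how many common regions crossing of the cutoff would give. The median log2 tag ratio of the common regions was 0.46 in HSC-3 and 0.59 in SAS. The summed tags were higher in the Cmab-LTE cells in 66 regions in HSC-3 and in 59 regions in SAS, and in both lines in 57. Scaled to the tag total of each library, the ratio was above 0 in all 68 regions in both lines. This is largely set by the definition of a gain. Parental HSC-3 had 1.01 times the lowest SE tag count and 1.18 times the tag total of Cmab-LTE HSC-3. In SAS these were 1.33 and 1.32 times. A gained region with parental tags under the parental cutoff therefore has a scaled ratio above 0 or close to it. The scaled ratios are thus no separate evidence of a rise. The covered length rose from a median of 24.3 to 30.2 kb in HSC-3 and from 18.1 to 30.2 kb in SAS, and the median density ratio was 1.14 in HSC-3 and 0.99 in SAS. In 12 regions, the parental merged regions added up to at least the lowest SE tag count of the parental library in one line or the other. Requiring at least 1.5-fold more tags in both lines left 15 common regions. The common regions with the largest smaller-of-both-lines tag ratio lay on chromosome 6 at 33731251 to 33789203, over IP6K3 and LEMD2, and on chromosome 1 at 180501360 to 180533622, over ACBD6. At the chromosome 6 region, the tags rose from 1953 on 27.1 kb to 5056 on 57.5 kb in HSC-3, a log2 ratio of 1.37, and from 1341 on 18.7 kb to 2857 on 57.9 kb in SAS, a log2 ratio of 1.09. Its tag density was lower in the Cmab-LTE cells of SAS, at 0.69 times the parental value, and 1.22 times the parental value in HSC-3. The paper carried the gain peaks common to both lines forward and searched their regions for genes.

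**Figure D2:**
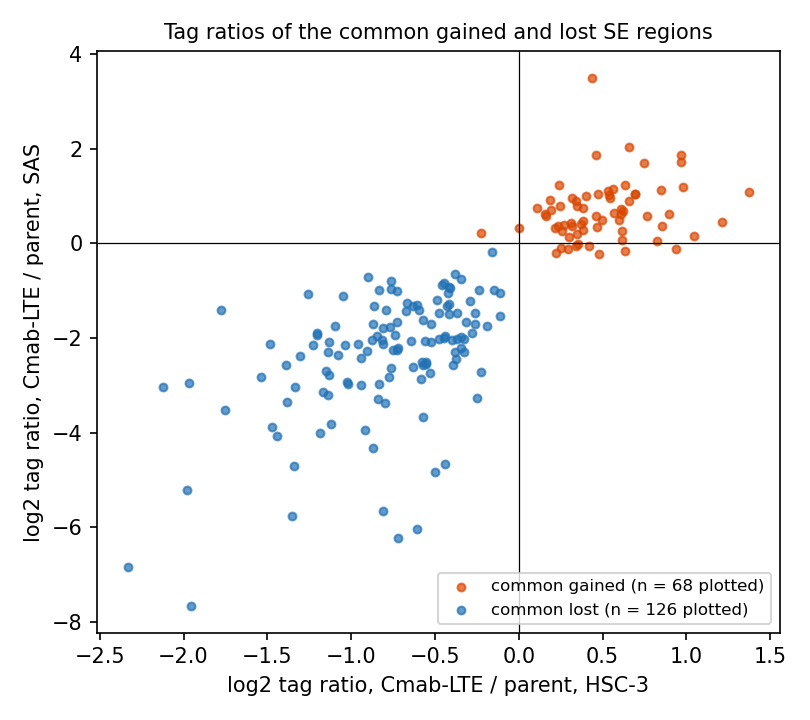
Log2 ratio of summed tags in Cmab-LTE to parental cells in HSC-3 (horizontal axis) and SAS (vertical axis) for each common gained and common lost SE region. The 68 gained regions sit mostly in the upper right, with 9 below 0 in SAS, and the 126 lost regions with a merged region in each library sit in the lower left.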

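Table 1 lists 183 distinct gene names for the 68 regions, of which 54 start with LOC, MIR, RNA5SP or LINC and 129 do not. The names were looked up in the RefSeq annotation of GRCh38.p14, where 162 were found on the same chromosome, 16 of them under an older symbol. Of these genes, 111 overlapped their region by position and 51 lay outside it, at a median distance of 12.8 kb and at most 42.7 kb. RefSeq classes 118 of the genes as protein coding, 26 as long non-coding RNAs and 13 as microRNAs, and 89 of the protein coding genes overlapped the region. At least 1 listed gene overlapped the region in 60 of the 68 regions. Table 1 itself lists positions as in gene, upstream or downstream. The assignment rests on position alone, and no contact between an SE and a promoter was measured.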

Analysis of a human genome database revealed that a total of 131 genes corresponded to those SE regions (Figure 2). The detailed information of the genes in the SE regions is shown in Table 1.

These genes might be prognostic markers in patients with OSCC. Thus, clinicopathological analysis of these genes in OSCC patients was performed using the TCGA-OSCC database (below). The 34 genes for which expression was upregulated by TCGA-OSCC tissues are shown in bold in the Table 1, and the details of the genes were listed in Table S1.

### 2.2. Clinical Significance of C9orf89, CENPA, PISD, and TRAF2, in OSCC Patients Determined by TCGA-OSCC Analysis

TCGA-OSCC database analysis showed that a total of 34 genes were upregulated in OSCC tissues compared to normal tissues (Figure 2, Table S1). Among these upregulated genes, expression of four genes (*C9orf89*, *CENPA*, *PISD*, and *TRAF2*) significantly predicted 5-year overall survival rates in OSCC patients (Figure 3).

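At each of the 4 gene regions, merged peak regions were present in all 4 libraries, and the highest of them passed the SE cutoff in both Cmab-LTE libraries and in neither parental library. The SAS ratios that follow carry the limit given with the gains for the parental SAS library. In the C9orf89 region, the tags in HSC-3 were 2013 (95% interval 1926 to 2103) in parental and 3067 (2959 to 3178) in Cmab-LTE cells, a log2 ratio of 0.61, and in SAS they were 1655 (1576 to 1737) and 2750 (2648 to 2855), a log2 ratio of 0.73. The merged regions there covered 43.7 and 55.5 kb in HSC-3 and 43.1 and 49.9 kb in SAS, and the log2 ratio of tag density was 0.26 and 0.52. In the PISD region, the tags rose from 1563 (1486 to 1642) to 3626 (3509 to 3746) in HSC-3, a log2 ratio of 1.21, and from 1992 (1905 to 2081) to 2724 (2623 to 2828) in SAS, a log2 ratio of 0.45. The covered length there differed little, with 33.0 and 33.7 kb in HSC-3 and 33.2 and 33.1 kb in SAS, and the density ratios were 1.19 and 0.46 on the log2 scale. In the CENPA region, the tags rose from 1870 (1786 to 1957) on 14.4 kb to 3586 (3470 to 3705) on 18.1 kb in HSC-3, a log2 ratio of 0.94, or 0.62 for the tag density. In SAS, they were 2213 (2122 to 2307) on 15.0 kb in parental and 2045 (1957 to 2136) on 14.6 kb in Cmab-LTE cells, a log2 ratio of -0.11 (95% interval -0.20 to -0.03), or -0.07 for the density. The parental SAS region lay 17 tags under the SE cutoff of its library, and it ranked 1074, where 1055 regions were SEs. When tags were scaled to the total of each library, this ratio was 0.29. These totals are not sequencing depth, and tags from files already normalized may be corrected again by this scaling. In the TRAF2 region, the tags in HSC-3 were 2506 (2409 to 2606) on 21.9 kb and 2962 (2856 to 3071) on 22.9 kb, a log2 ratio of 0.24, or 0.18 for the density, and the parental region lay 23 tags under the cutoff. In SAS, they were 1478 (1404 to 1555) on 9.22 kb in 2 merged regions and 3459 (3345 to 3576) on 23.7 kb in 1 merged region, a log2 ratio of 1.23, while the log2 ratio of tag density was -0.14.

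**Figure D3:**
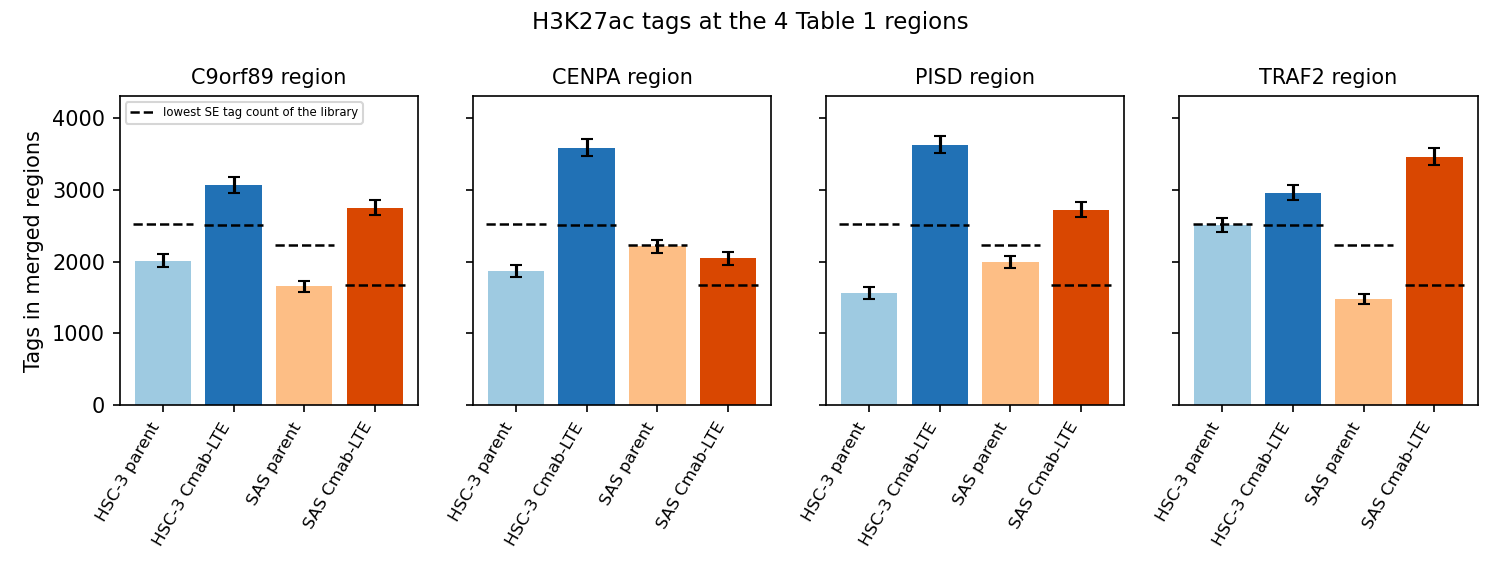
Summed H3K27ac tags (vertical axis) in the merged peak regions of each library that overlap the 4 Table 1 regions. Bars are single libraries, error bars are exact 95% Poisson intervals and dashed lines mark the lowest SE tag count of each library. The CENPA bar of Cmab-LTE SAS, at 2045 tags, is lower than that of parental SAS, at 2213, but stands above its own dashed line at 1681.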

Specific H3K27ac signals in Cmab-LTE cell lines (HSC-3 and SAS) are shown in Figure 4. 

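Coordinates are on hg38, counted from 1, and gene models are those of GENCODE 44. The C9orf89 region spans 93093991 to 93149539 on chromosome 9 and holds the whole gene, listed there as CARD19 on the plus strand at 93096217 to 93113283, with its 6 exons. The region also holds NINJ1, at 93121496 to 93134251 on the minus strand. The CENPA region spans 26755020 to 26773104 on chromosome 2. RefSeq places CENPA at 26786056 to 26794589, which starts 13.0 kb beyond the end of the region, and the canonical GENCODE transcript has no exon in it. A longer GENCODE model of CENPA starts at 26764289, and the region overlaps it and the start of SLC35F6, at 26764284 to 26781231, also on the plus strand. The PISD region spans 31629900 to 31663559 on chromosome 22. It covers 73.9% of PISD, a gene on the minus strand at 31618491 to 31662221, with its start site and exons 1 to 3 of the 8 exons in the canonical transcript, and most of the overlap is intronic. The TRAF2 region spans 136881366 to 136905108 on chromosome 9. It covers 51.9% of TRAF2, on the plus strand at 136881912 to 136926607, with its start site and exons 1 to 4 of 11, and MIR4479 lies inside it.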

Chromosomal regions located in *C9orf89*, *CENPA*, *PISD*, and *TRAF2* genes are shown in Table 1. Further analysis of these four genes was performed.

### 2.3. Expression Levels of C9orf89, CENPA, PISD, and TRAF2 in OSCC Cells after Long-Term Exposure to Cetuximab

We verified that gene expression levels were induced by cetuximab treatment. The expression levels of four genes (*C9orf89*, *CENPA*, *PISD*, and *TRAF2*) were significantly upregulated after exposure to cetuximab compared to parent cells (Figure 5).

### 2.4. Alteration of mRNA Expression of C9orf89, CENPA, PISD, and TRAF2 in OSCC Patients Determined by TCGA-OSCC Analysis

The high expression status of four genes in the TCGA-OSCC cohort using cBioportal is illustrated in Oncoprint. In 321 OSCC clinical samples, we noted high mRNA expression for *C9orf89* in 50%, *CENPA* in 40%, *PISD* in 33%, and *TRAF2* in 22%, and (Z-score ≥ 0). These genes showed significantly higher mRNA expression with increasing DNA copy number (Figure 6A, Supplemental Figure S1). The expression of all four genes was often increased simultaneously (mRNA Z-score ≥ 0, Figure 6B). These data suggest that the four genes (which do not share the same locus) are regulated by SEs specific to cells that had been exposed to cetuximab for a prolonged period.

Patients with OSCC who had increased expression in at least one of the four genes showed an unfavorable survival outcome and were characterized by aberrant cell cycle gene signatures (Figure 6C,D). On the other hand, the OSCC patients without any increase of the four genes were associated with Focal Adhesion-PI3K-Akt-mTOR-signaling pathway, Ras Signaling, and Chemokine signaling pathway and had a more favorable prognosis (Figure 6D, Supplemental Figure S2).

This analysis of clinical specimens of TCGA-OSCC suggested that the four candidate genes were co-altered by the formation of a super-enhancer and these changes negatively affected the prognosis.

### 2.5. Immunostaining of C9orf89, CENPA, PISD, and TRAF2 in OSCC Clinical Tissues

Immunohistochemical staining of C9orf89, CENPA, PISD, and TRAF2 was analyzed with the Protein Atlas database (Figure 7, Tables S2 and S3). 

C9orf89: Normal tissues displayed occasional nuclear positivity for HPA010921 whereas HPA038297 showed negative staining. In cancer tissues, both antibodies displayed moderate to strong immunoreactivity in the cytoplasm.

CENPA: Weak to strong nuclear positivity was observed in basal cells and parabasal cells in normal tissues. In addition to nuclear positivity, weak cytoplasmic immunoreactivity was observed in malignant cells.

PISD: HPA031090 showed strong cytoplasmic immunoreactivity in both normal and cancer tissues. On the other hand, HPA031091 displayed weak positive staining in normal tissue.

TRAF2: Most normal cells showed negative to weak cytoplasmic positivity with both antibodies, whereas cancer tissues showed strong cytoplasmic positivity.

The moderate to high expression of each gene was confirmed on the cancer tissues, however, normal epithelial tissues were stained in case of a few antibodies.

## 3. Discussion

OSCC is a highly malignant cancer, and the 5-year survival of OSCC has remained below 50% [3,36]. Discovery of drug susceptibility markers and molecules involved in drug resistance is essential for improving the prognosis of patients with OSCC. A vast number of studies have shown that dysregulated epigenetic control of cancer cells is closely involved in malignant transformation, metastasis, and drug resistance [14,15,16].

The super-enhancer concept is critically important in cancer research, and the identification of cancer cell-specific super-enhancers has been vigorously pursued [22,33,34,37]. A recent study using H3K27ac ChiP-seq analysis of HSC4 and BHY cells showed that 41 genes were regulated by super-enhancers [38]. Among these genes, high expression of *AHCY*, *KCMF1*, *MANBAL*, and *TFDP1* predicted poor prognosis of the patients with OSCC [38]. It is evident that genome-wide super-enhancer analyses provide novel information regarding OSCC/HNSCC molecular pathogenesis.

Targeted molecular therapies that specifically block the oncogenic signaling pathways characteristic of cancer cells have improved patient prognosis [39]. Overexpression of EGFR and activation of EGFR-mediated oncogenic pathways are frequently observed in OSCC patients [40,41]. Therefore, anti-EGFR antibodies, such as cetuximab, are used for the treatment of this disease [4,6,42,43]. During treatment with cetuximab, cancer cells acquire genetic alterations such as gain-of-function mutations in *EGFR* and *KRAS*, resulting in treatment resistance [44,45]. In order to explore the molecular mechanism involved in cetuximab resistance, we established cetuximab-resistant OSCC cell lines and performed genome-wide gene expression analysis [35]. In this study, we analyzed super-enhancers involved in cetuximab-resistance.

A total of 64 chromosomal loci were identified as active super-enhancers (SE) by active enhancer marker histone H3 lysine 27 acetylation (H3K27ac) ChIP-Seq. Ultimately, we identified four genes (*C9orf89*, *CENPA*, *PISD*, and *TRAF2*) as super-enhancer-mediated prognostic markers of OSCC patients. In addition, these genes might well be involved in drug resistance in OSCC cells. Clarifying the role of these genes using various drug-resistant cell lines is an important task. Furthermore, it is necessary to confirm whether the expression of these genes fluctuates in clinical specimens before and after drug treatment.

*TRAF2* is a member of the TNF-receptor-associated factor family. It acts as a mediator of TNF-induced signaling [46,47,48]. Overexpression of TRAF2 enhances the malignant phenotype of gastric cancer cells [47]. In nasopharyngeal carcinoma cells, overexpression of *TRAF2* promotes cancer cell proliferation and anchorage-independent growth [48]. Importantly, its overexpression was associated with resistance to irradiation [48].

*CENPA* determines the location of the centromere on chromosomes in mitosis. CENPA protein is a histone H3 variant that replaces one or both of the standard H3 histones in the nucleosome histone complex within the centromere [49]. Expression levels of *CENPA* are associated with patients’ responses to chemo- and radiotherapy and they predict poorer survival rates of cancer patients [50,51].

Aberrant expression of *NRMT* (N-terminal regulator of chromatin condensation 1 methyltransferase) has been reported in various cancers [52,53]. *NRMT* controls the expression of *CENPA* through a promoter region of *CENPA* [54]. Furthermore, CENPA induces the transcription of Myc and elevates the expression of Bcl2 in retinoblastoma cells [53]. Importantly, aberrant expression of the NRTM/CENPA/Bcl2 axis developed in cisplatin (CDDP) resistance of retinoblastoma cells [53].

Interestingly, the group characterized by high expression of any of the four genes (the high expression group) was enriched for pathway terms associated with cell cycle upregulation in GSEA analysis compared to the group without such expression (low expression group). In this “high expression” patient population, combination therapies targeting the cell cycle, such as CDK4/6 inhibitors, are expected to provide responses not achieved with cetuximab alone. In fact, combination therapy with the CDK4/6 inhibitor palbociclib and cetuximab was used in a phase II trial, and the response rate in the cetuximab-resistant group was 19% (5 of 32 patients had PR) [55].

Pathways that were enriched in the “low-expression” group included the Focal Adhesion-PI3K-Akt-mTOR-signaling pathway, Ras Signaling and the chemokine signaling pathway. These results suggest approaches that co-inhibit RAS-MAPK-ERK signaling and PI3K-AKT-mTOR signaling, or that combine cetuximab with immune checkpoint inhibition. Such approaches have begun to be investigated in preclinical and clinical trials, and co-inhibition of RAS-MAPK-ERK and PI3K-AKT-mTOR signaling has demonstrated antitumor effects in the HNSCC PDX model [56] and the PIK3CA+ OSCC preclinical model [57]. Clinical efficacy will be confirmed in the KURRENT study (NCT04997902).

A combination of immune checkpoint inhibition with cetuximab has shown results suggesting efficacy as measured by CXCL10 expression at the ex vivo assay level [58]. A combination of pembrolizumab and cetuximab in a recent phase II trial demonstrated promising responses and a manageable safety profile [59].

We believe that the four genes we identified in this analysis will help elucidate the mechanisms underlying drug-resistance, including cetuximab-resistance in OSCC cells. In addition, it may be possible to construct a drug susceptibility/diagnostic system for OSCC patients to enable stratification into appropriate treatment regimens based on the expression of those genes as an index. Finally, we acknowledge a limitation of the current approach. That is, the TCGA-OSCC cohort we analyzed in this study does not provide direct evidence based on gene expression profiling of cetuximab-resistant patients and is therefore speculative. However, we anticipate validating these results in ongoing clinical trials.

## 4. Materials and Methods

### 4.1. Parental Cell Lines and Cetuximab Long-Term Exposure Cell Lines

OSCC-derived cell lines (HSC-3 and SAS) were purchased from and authenticated by the Human Science Research Resources Bank (Osaka, Japan) or the RIKEN Bio Resource Center (Ibaraki, Japan) and cultured as previously described [60]. Parental cell lines were subjected to prolonged exposure to cetuximab as described previously [35] and used as cetuximab long-term exposure cell lines (Cmab-LTE HSC-3 and Cmab-LTE SAS). Genomic alterations (EGFR mutation status (exon 18 [G719X], exon 19 [E746_A750 deletion], exon 20 [V769_V774 insertions], exon 20 [T790M], and exon 21 [L858R]) and KRAS (codon 12/13) genes) in these cell lines were previously assessed and were not detected in all cell lines [35].

### 4.2. H3K27ac CHIP Sequencing

For H3K27ac ChIP-seq and super-enhancers analysis, cells were fixed with 1% formaldehyde for 15 min and quenched with 0.125 M glycine, and the frozen cell pellet containing 1 × 10^7^ cells was sent to Active Motif Inc. (Carlsbad, CA, USA) according to the manufacturers’ instructions. ChIP-seq analysis was performed by Active Motif Inc. as reported [61,62,63].

Briefly, chromatin was isolated after treatment with Chromatin Prep Lysis Buffer (Active Motif) containing non-ionic detergent and protease inhibitors, followed by disruption with a Dounce homogenizer. Genomic DNA was sheared to an average length of 300–500 bp using an EpiShear probe sonicator (Active Motif, cat# 53051) and a cooled sonication platform (Active Motif, cat# 53080). The segments of interest were immunoprecipitated by 4 μL of specific antibody against H3K27Ac (Active Motif, cat# 39133, Lot 16119013). The protein and DNA complexes were washed, eluted from the Agarose beads and were treated with SDS buffer, RNase, and proteinase K. Crosslinks were reversed and ChIP DNA was purified by phenolchloroform extraction and ethanol precipitation.

Sequencing libraries were prepared and sequenced on Illumina’s NextSeq 500 (75 nt reads, single-end). The reads were aligned to the human genome (hg38) by BWA (default settings) and non-duplicated mapped reads (mapping quality > 25) were used for further analysis. Alignments were extended in silico at their 3′-ends to a length of 200 bp and assigned to 32-nt bins along the genome. The histograms were stored in bigWig files and peak locations were determined using the MACS algorithm (v2.1.0) with a cutoff *p*-value = 1 × 10^−7^. ENCODE blacklist, known as false ChIP-Seq peaks, were removed. Signal maps and peak locations were used as input data to an Active Motifs proprietary analysis program.

Our data resulting from CHIP Sequencing analysis were deposited in the GEO data-base (accession number: GSE205455).

### 4.3. Super Enhancer Analysis

Super Enhancer regions were determined using BED Tools software [64] and standard UNIX commands. The first step is identical to ROSE and stitches together MACS2 peak regions that are less than 12.5 kb apart (stitching parameter = 12.5 kb). Next, the number of tags (aligned reads in the normalized, BAM-derived BED files) in each of the stitched regions was determined, and the tag numbers were then used to rank the regions. The top 5% were designated Super Enhancers and those were annotated with genes and promoters.

### 4.4. RNA Extraction and Quantitative Reverse-Transcription PCR (qRT-PCR)

Total RNA was isolated using TRIzol reagent and the PureLink™ RNA Mini Kit (Invitrogen/Thermo Fisher Scientific (Waltham, MA, USA)). Reverse transcription was achieved with the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Waltham, MA, USA). qRT-PCR was performed with SYBR Green using the StepOnePlus™ Real-Time PCR System (Applied Biosystems). *GAPDH* was used as the normalized control. Primer sequences used in this report are shown in Table S4.

### 4.5. Analysis of Expression and Clinical Significance of Candidate Gene Expression in OSCC by TCGA Database Analysis

Analysis of expression and clinical significance of the candidate genes was performed by using data from cBioPortal (http://cbioportal.org), accessed on 10 April 2020 [65]. TCGA-OSCC data were defined as TCGA-HNSC data (Firehose Legacy) in which the primary site was the tongue, oral cavity, the floor of the mouth, buccal mucosa, alveolar ridge, hard palate, or lip. We ran queries on four genes (*C9orf89*, *CENPA*, *PISD*, and *TRAF2*) to specify changes in mRNA expression (Z score ≥ 0) and analyzed mutual exclusivity and overall survival. The ranked gene list for gene set enrichment analysis (GSEA) was obtained from the comparison of mRNA expression levels between altered and non-altered groups and uploaded into WEB-based GEne SeT AnaLysis Toolkit, “WebGestalt” (http://www.webgestalt.org), accessed on 10 April 2022 [66]. We applied “Wikipathway cancer” dataset for GSEA (https://www.wikipathways.org/index.php/WikiPathways), accessed on 10 April 2022 [67].

### 4.6. Immunostaining Analysis by Protein Atlas Database

To confirm the protein expression levels of target genes, images of immunohistochemical staining were downloaded from The Human Protein Atlas database (https://www.proteinatlas.org), accessed on 24 March 2022 [68,69]. The Human Protein Atlas is a Swedish-based program started in 2003 with the purpose of mapping all human proteins. All the data exhibited in this program is open access for exploration of the human proteome.

The links to the information of each gene, clinical features of the HNSCC patients and the antibody information is summarized in Tables S2 and S3. 

### 4.7. Statistical Analysis

JMP Pro 15 (SAS Institute Inc., Cary, NC, USA) was used for statistical analyses. Comparisons between the two groups were assessed by Welch’s *t*-test. One-way analysis of variance (ANOVA) was used for comparisons between multiple groups. Overall survival analysis were analyzed by log-rank test. A *p*-value < 0.05 was considered statistically significant. Quantitative data are presented as the means and standard errors.

## 5. Conclusions

Elucidation of the mechanism underlying cells’ resistance to anti-cancer drugs is critical for improving the prognosis of OSCC patients. In this study, H3K27ac ChIP-Seq was applied to investigate cetuximab treatment-induced genomic changes. A total of 64 SE peaks were detected in OSCC cells following long-term exposure to cetuximab. A total of 131 genes were involved in the SE region, of which four genes (*C9orf89*, *CENPA*, *PISD*, and *TRAF2*) affected the prognosis of patients with OSCC. Analysis of these genes will contribute to improved understanding of drug resistance in OSCC patients.

## Figures and Tables

**Figure 1:**
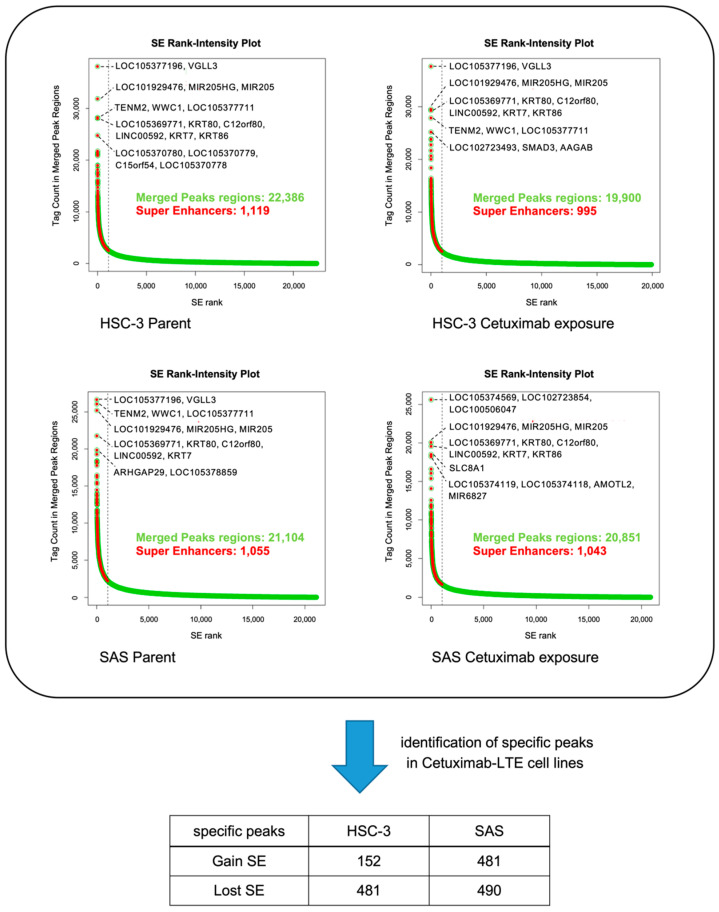
Detection of SE peaks in OSCC cell lines after long-term exposure to cetuximab (Cmab-LTE). Identification of SEs in parental cell lines (HSC-3 and SAS) and Cmab-LTE cell lines (HSC-3 Cmab-LTE and SAS Cmab-LTE). The proximal genes of the top 5 super-enhancers in parental and Cmab-LTE cell lines are marked. Identification of specific gained and lost SE peaks in Cmab-LTE cell lines.

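The SE with the highest tag count was the same region on chromosome 3 in 3 of the libraries, at 86921571 to 86997401 in parental HSC-3. It is marked with VGLL3 in Figure 1 and held 38137 tags in parental HSC-3, 37663 in Cmab-LTE HSC-3 and 26648 in parental SAS. In Cmab-LTE SAS, the merged regions at this place held 844 tags and the highest of them ranked 3301. A similar order was seen on chromosome 5 at 168287466 to 168367324, where the tags were 28245, 27877 and 26055 in the same 3 libraries and 4644 in Cmab-LTE SAS. The SE on chromosome 1 at 209353959 to 209436681, marked with MIR205HG, and that on chromosome 12 at 52143328 to 52253180, marked with KRT80 and KRT7, were among the 5 highest in every library. In Cmab-LTE SAS, the SE with the highest tag count lay on chromosome 2 at 43009950 to 43089067, with 25611 tags on 79.1 kb, against 7047 tags on 30.3 kb in parental SAS. The SE of rank 4 lay on the same chromosome at 40346370 to 40458435, where Figure 1 names SLC8A1, with 18515 tags on 112 kb against 1236 tags on 5.62 kb in parental SAS. Among the other genes named in the paper, EGFR was overlapped by an SE in all 4 libraries, and NOTCH1 and JAG1 in both Cmab-LTE libraries and neither parental library. MYC was overlapped in every library except Cmab-LTE SAS.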

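Counted in the same way as the gains, 264 SE regions were lost in Cmab-LTE HSC-3 and 493 in Cmab-LTE SAS. The limit given with the gains for the parental SAS library holds for the losses in SAS too. The median log2 tag ratio of the lost regions was -0.70 in HSC-3 and -1.99 in SAS, with a median covered length that fell from 25.1 to 19.3 kb in HSC-3 and from 23.9 to 11.6 kb in SAS. The median density ratio was 0.78 in HSC-3 and 0.55 in SAS. In HSC-3, all 264 lost regions still overlapped a merged peak region of the Cmab-LTE library and 200 ranked within its top 10%, whereas in SAS 473 overlapped one and 184 ranked within the top 10%. With the SE cutoff at the slope of 1, 638 regions were lost in SAS and 264 in HSC-3. The totals of SEs changed by -124 in HSC-3 and by -12 in SAS, and gained minus lost regions came to -111 and -11, since 1 region can hold more than 1 SE of a library.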

**Figure 2:**
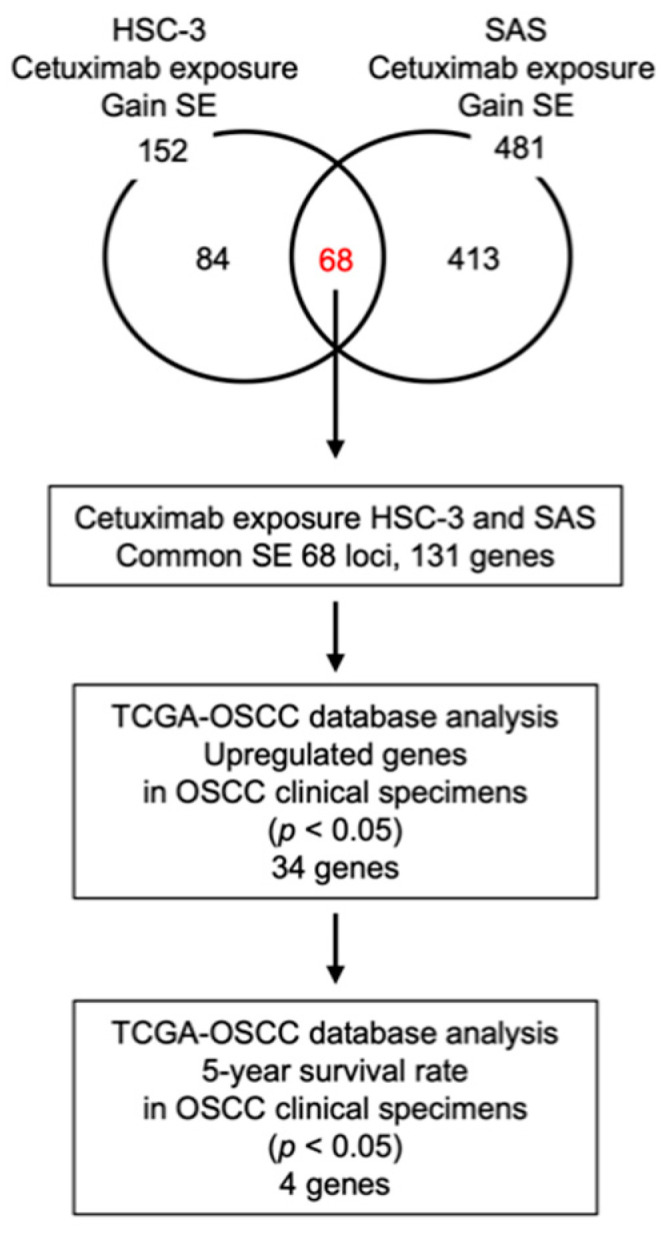
Flowchart of methods used for the identification of prognostic genes in OSCC patients. Venn diagram shows the overlapped gain in SE peak numbers between HSC-3 Cmab-LTE and SAS Cmab-LTE cell lines. A total of 68 SE loci and 131 corresponding genes in SE regions are identified. TCGA-OSCC database analysis shows that (*C9orf89*, *CENPA*, *PISD*, and *TRAF2*) are closely involved in OSCC molecular pathogenesis.

**Figure 3:**
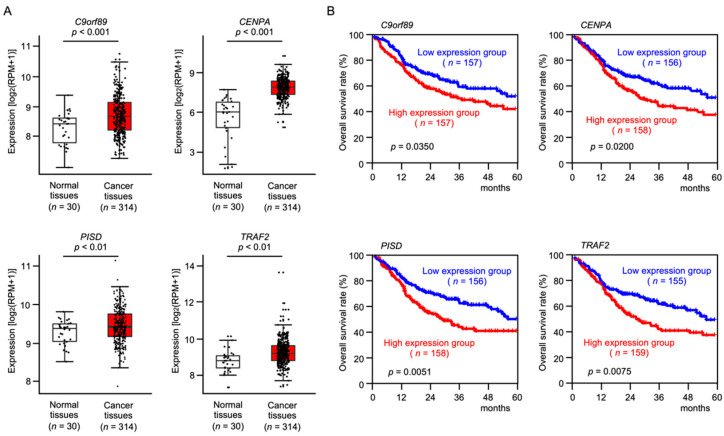
Clinical significance of 4 genes (*C9orf89*, *CENPA*, *PISD*, and *TRAF2*) in OSCC clinical specimens determined by TCGA-OSCC analysis. (**A**) Expression levels of 4 target genes (*C9orf89*, *CENPA*, *PISD*, and *TRAF2*) in OSCC clinical specimens from TCGA-OSCC. All genes were found to be upregulated in OSCC tissues (*n* = 314) compared with normal tissues (*n* = 30). (**B**) Clinical significance of four target genes (*C9orf89*, *CENPA*, *PISD* and *TRAF2*) according to TCGA-OSCC data analysis. Kaplan–Meier curves of the 5-year overall survival rates according to the expression of each gene. Patients were divided into 2 groups according to the median gene expression level: high and low expression groups. The red and blue lines represent the high and low expression groups, respectively. High expression levels of all 4 genes significantly predicted a poorer prognosis in patients with OSCC. Nominal *p*-value was calculated by log-rank test.

**Figure 4:**
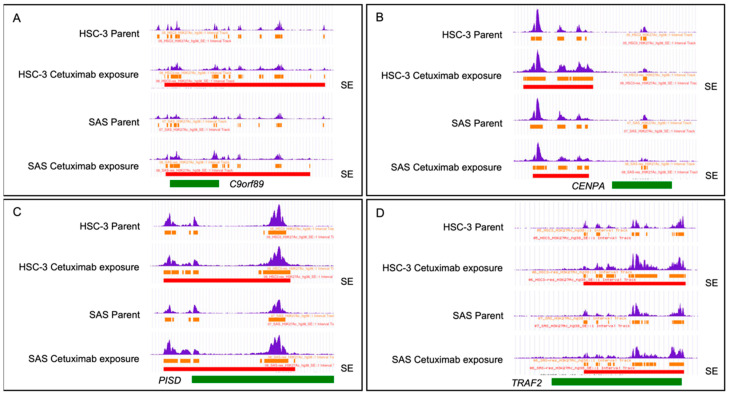
The genome browser view show the H3K27ac signals in OSCC cell lines. (**A**–**D**) Specific H3K27ac signals in Cmab-LTE cell lines are shown in 4 chromosomal regions located around the *C9orf89*, *CENPA*, *PISD*, and *TRAF2* genes. SEs characterized by H3K27ac following cetuximab exposure in HSC-3 and SAS lines based on the UCSC genome browser. MACS-peak regions/intervals are represented in orange bars and are stitched together to generate SEs if their distance is <12.5 kb. The top 5% stitched regions are designated SEs and shown by red bars. (**A**) *C9orf89* (chr9:93,096,217–93,113,283), (**B**) *CENPA* (chr2:26,786,014–26,794,589), (**C**) *PISD* (chr22:31,618,491–31,662,564), and (**D**) *TRAF2* (chr9:136,881,933–136,926,621) loci are indicated in green bars. The blue peaks in the top track are the bigWIG data.

**Figure 5:**
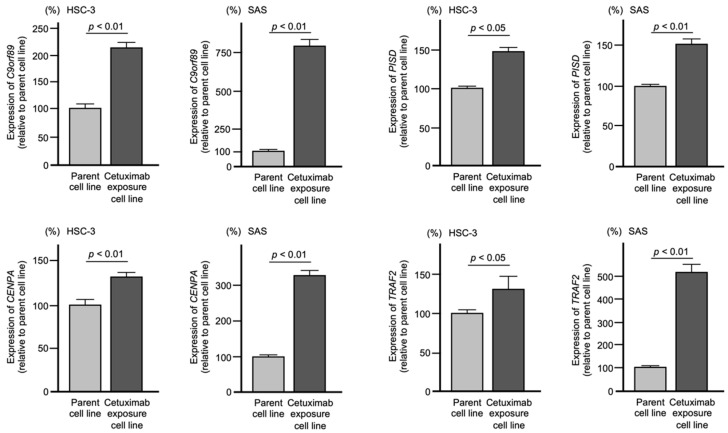
Expression levels of 4 genes (*C9orf89*, *CENPA*, *PISD*, and *TRAF2*) in OSCC cell lines after prolonged cetuximab exposure. The expression levels of 4 genes (*C9orf89*, *CENPA*, *PISD*, and *TRAF2*) were increased by the cetuximab treatment compared with the parental cells. Gene expression was measured by SYBR Green Real-time PCR methods. *GAPDH* was used as an internal control.

**Figure 6:**
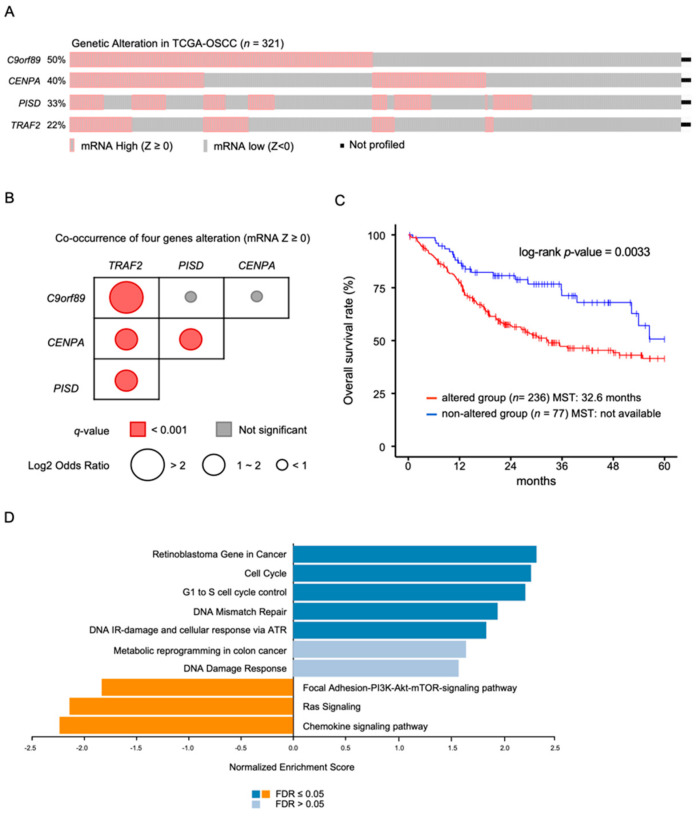
Alterations of mRNA expression levels of 4 genes (*C9orf89*, *CENPA*, *PISD* and *TRAF2*) in OSCC clinical specimens based on TCGA-OSCC analyses. (**A**) Oncoprint of TCGA-OSCC on cBioPortal filtered by the mRNA expression (Z score ≥ 0) from the query for 4 genes. (**B**) Mutual exclusivity of 4 genes. *q*-value was derived from the Benjamini–Hochberg FDR correction procedure. Odds ratio shows how strongly the presence or absence of alterations in one are associated with the presence or absence of alterations in another in the selected samples. (**C**) Kaplan–Meier curves of overall survivals between altered and non-altered group (MST: median survival time). (**D**) Bar chart and enrichment plots of GSEA of alteration of 4 genes (FDR: false discovery rate).

**Figure 7:**
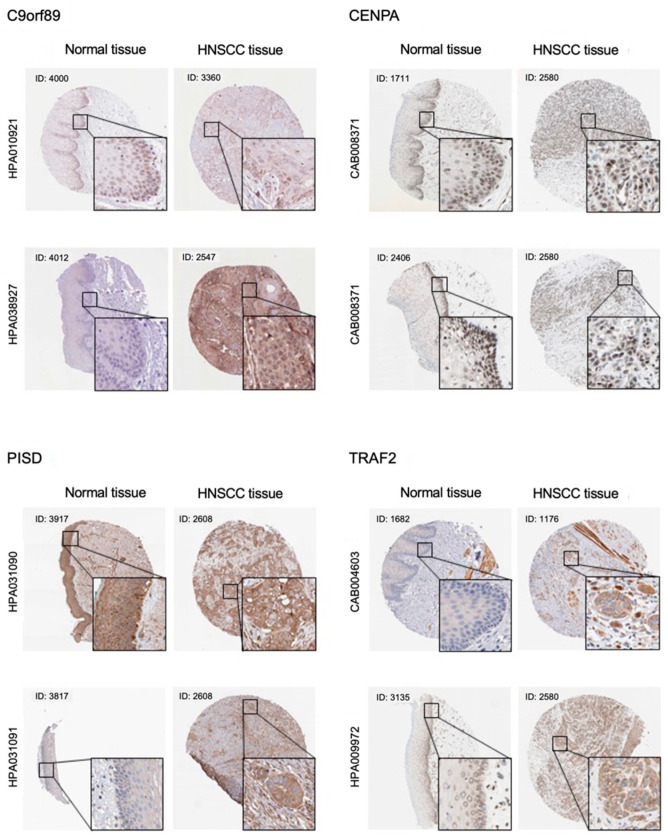
Protein expression of C9orf89, CENPA, PISD, and TRAF2 in OSCC clinical specimens according to the Protein Atlas database. Protein expression of C9orf89, CENPA, PISD and TRAF2 in OSCC clinical specimens is based on the Protein Atlas database. C9orf89: Both antibodies showed negative staining in normal tissues. In cancer tissues, HPA010921 showed weak immunoreactivity in the cytoplasm whereas HPA038297 showed strong immunoreactivity. CENPA: CAB008371 displayed strong nucleic positivity in both normal and cancer tissues, whereas weak cytoplasmic positivity was shown in both cancer tissues. PISD: Both antibodies strongly stained cancer cytoplasm whereas HPA031090 stained normal epithelium as well. TRAF2: Both antibodies stained cancer cytoplasm strongly whereas HPA0099972 weakly stained basal cells in normal epithelium.

**Table 1:** The detailed information of the genes in the super-enhancer regions.

No.	Merged Region	Chromosome	Start	End	Length	Gene List	Position
1	3	1	3,453,352	3,483,697	30,345	*PRDM16*, *ARHGEF16*	downstream, in gene
2	35	1	31,689,438	31,715,640	26,202	***COL16A1***, *LOC101929444*, ***BAI(ADGRB2)***	in gene, downstream, downstream
3	52	1	46,170,382	46,203,757	33,375	*PIK3R3*, *LOC105378695*, *TSPAN1*, ***POMGNT1***, *LURAP1*	upstream, upstream, in gene, downstream, upstream
4	89	1	151,536,650	151,553,908	17,258	*CGN*, *TUFT1*, *MIR554*	downstream, in gene, upstream
5	121	1	180,501,359	180,533,622	32,263	***ACBD6***	upstream
6	131	1	200,885,778	200,903,119	17,341	*GPR25*, ***C1orf106***, *MROH3P*	downstream, in gene, upstream
7	135	1	202,566,931	202,600,283	33,352	*PPP1R12B*, *SYT2*, *LOC105371686*, *LOC105371685*	in gene, downstream, upstream, upstream
8	166	1	240,758,392	240,811,761	53,369	*LOC100506929*, *RGS7*, *LOC105373229*	upstream, in gene, upstream
9	208	10	72,243,611	72,278,769	35,158	*ANAPC16*	downstream
10	212	10	75,207,300	75,264,014	56,714	*VDAC2*, *COMTD1*	downstream, in gene
11	248	10	132,395,732	132,422,986	27,254	*LRRC27*, *PWWP2B*, *LOC105378568*, ***C10orf91***	downstream, in gene, downstream, upstream
12	254	11	8,806,999	8,841,147	34,148	*ST5*, *LOC102724784*, *RNA5SP330*	in gene, downstream, upstream
13	259	11	12,788,054	12,842,696	54,642	*TEAD1*	in gene
14	284	11	63,559,618	63,584,348	24,730	*RARRES3*, ***HRASLS2***, *PLA2G16*, *LOC105369335*	downstream, upstream, downstream, upstream
15	289	11	65,371,027	65,392,675	21,648	***TIGD3***, *SLC25A45*	downstream, in gene
16	315	11	114,280,212	114,309,047	28,835	*NNMT*	upstream
17	390	12	47,811,914	47,836,614	24,700	*LOC105369749*	upstream
18	429	12	79,545,485	79,567,438	21,953	*PAWR*	downstream
19	460	12	122,696,516	122,727,563	31,047	*HCAR2*, *HCAR3*, *HCAR1*	upstream, downstream, downstream
20	471	13	33,118,131	33,129,383	11,252	***STARD13***	in gene
21	482	13	79,480,690	79,494,906	14,216	*NDFIP2-AS1*, *NDFIP2*	upstream, in gene
22	502	14	22,588,162	22,622,517	34,355	*DAD1*, *ABHD4*	upstream, in gene
23	585	15	73,973,341	73,997,593	24,252	*STOML1*, ***PML***	in gene, upstream
24	633	16	68,731,540	68,802,326	70,786	*CDH1*	downstream
25	641	16	81,559,343	81,602,113	42,770	*MIR6504*	in gene, upstream
26	672	17	17,900,207	17,972,359	72,152	*TOM1L2*, *LRRC48*, *ATPAF2*	in gene, upstream, downstream
27	674	17	19,706,613	19,729,962	23,349	***SLC47A2***, *ALDH3A1*	in gene, downstream
28	699	17	42,658,915	42,683,176	24,261	*HMGB3P27*, ***TUBG2***, *PLEKHH3*, *CCR10*, ***CNTNAP1***, *EZH1*, *MIR6780A*	downstream, downstream, in gene, downstream, upstream, downstream, downstream
29	746	17	82,096,030	82,108,208	12,178	*FASN*	upstream
30	764	18	57,770,620	57,846,982	76,362	*ATP8B1*, *LOC1 + G3305376870*, *RSL24D1P11*	upstream, downstream, upstream
31	775	19	2,523,762	2,555,593	31,831	*LOC101929097*, *GNG7*	upstream, in gene
32	776	19	4,367,944	4,403,867	35,923	*MPND*, *SH3GL1*, ***CHAF1A***	downstream, in gene, upstream
33	778	19	6,719,422	6,747,512	28,090	*C3*, *GPR108*, *MIR6791*, *TRIP10*, ***SH2D3A***	upstream, in gene, downstream, upstream, downstream
34	790	19	18,361,769	18,388,017	26,248	*PGPEP1*, *GDF15*, *MIR3189*, *LRRC25*	downstream, upstream, upstream, downstream
35	797	19	38,251,595	38,320,090	68,495	*PPP1R14A*, *SPINT2*, ***YIF1B***, *C19orf33*, *KCNK6*	upstream, in gene, downstream, upstream, upstream
36	811	19	43,104,469	43,131,735	27,266	***PSG5***, ***PSG2***	in gene, upstream
37	817	19	46,191,369	46,232,922	41,553	***IGFL2***, *LOC105372424*, *LOC645553*, *LOC105372423*, *LOC105372422*, *IGFL1*	downstream, upstream, in gene, downstream, downstream, upstream
38	840	2	26,755,019	26,773,104	18,085	***C2orf18(SLC35F6)***, ***CENPA***	upstream, upstream
39	849	2	36,476,174	36,505,315	29,141	*CRIM*	in gene
40	905	2	85,237,328	85,298,810	61,482	*TCF7L1*, *LOC102724579*, *LOC105374839*	in gene, downstream, downstream
41	995	20	10,653,952	10,675,733	21,781	***JAG1***, *MIR6870*, *LOC105372526*	in gene, upstream, upstream
42	998	20	19,903,485	19,958,418	54,933	*RIN2*	in gene
43	1081	21	38,898,236	38,926,384	28,148	*LOC400867*	in gene
44	1084	21	41,751,747	41,787,733	35,986	*RIPK4*, *MIR6814*, *LOC102724800*, *PRDM15*	upstream, upstream, in gene, downstream
45	1101	22	24,950,104	24,997,098	46,994	*TMEM211*, *KIAA1671*	upstream, in gene
46	1111	22	31,629,899	31,663,559	33,660	*SFI1*, ***PISD***, *MIR7109*, *PRR14L*	downstream, in gene, upstream, downstream
47	1121	22	37,887,250	37,908,095	20,845	*EIF3L*, ***MICALL1***	downstream, upstream
48	1127	22	40,482,368	40,542,411	60,043	***MKL1***, *LOC101927257*, *LOC105373037*	in gene, upstream, upstream
49	1135	22	46,731,873	46,775,788	43,915	*CERK*, *LOC105373077*, *TBC1D22A*	upstream, upstream, upstream
50	1155	3	37,934,276	37,947,923	13,647	*CTDSPL*, *MIR26A1*	in gene, upstream
51	1189	3	123,583,773	123,653,831	70,058	*HACD2*, *MYLK-AS1*	upstream, in gene
52	1207	3	153,130,215	153,165,195	34,980	***RAP2B***	upstream
53	1223	3	183,253,290	183,297,852	44,562	*MCF2L2*, ***B3GNT5***, *RNA5SP151*	in gene, downstream, upstream
54	1237	3	197,482,394	197,521,067	38,673	*LOC105374308*, *LOC105374309*, *BDH1*	upstream, downstream, downstream
55	1299	5	57,681,786	57,700,891	19,105	*LOC101928505*	downstream
56	1392	6	33,731,250	33,789,203	57,953	***C6orf125(UQCC2)***, *IP6K3*, ***LEMD2***, *LOC105375024*, *MLN*	upstream, upstream, downstream, upstream, downstream
57	1473	7	27,080,276	27,115,997	35,721	***HOXA1***, *HOTAIRM1*, *HOXA2*, *LOC105375205*	upstream, in gene, downstream, upstream
58	1475	7	28,034,605	28,067,086	32,481	*JAZF1*, *LOC105375208*	in gene, in gene
59	1496	7	47,633,320	47,694,065	60,745	*LINC01447*, ***C7orf65***	downstream, downstream
60	1555	8	22,561,116	22,605,497	44,381	*PPP3CC*, *SORBS3*, *LOC105379320*, *PDLIM2*, ***C8orf58***, *CCAR2*, *BIN3*	downstream, downstream, upstream, in gene, upstream, upstream, downstream
61	1634	8	140,722,495	140,734,727	12,232	*MIR151A*	downstream
62	1640	8	142,777,613	142,796,025	18,412	*LYNX1*, *LY6D*	upstream, upstream
63	1655	9	22,079,706	22,119,693	39,987	*CDKN2B-AS1*	in gene
64	1672	9	93,093,990	93,149,539	55,549	*SUSD3*, *LOC101927993*, ***C9orf89***, *NINJ1*, *LOC105376150*	downstream, upstream, downstream, in gene, upstream
65	1677	9	106,860,435	106,921,639	61,204	*LOC105376204*, *ZNF462*	upstream, in gene
66	1703	9	129,314,856	129,336,831	21,975	*C9orf106*, *LINC01503*	downstream, upstream
67	1708	9	136,533,550	136,579,457	45,907	*NOTCH1*, *MIR4673*, *LOC1053763204*, *MIR4674*, *LINC01573*	upstream, upstream, downstream, upstream, downstream
68	1709	9	136,881,365	136,905,108	23,743	*MAMDC4*, *EDF1*, *LOC105376326*, ***TRAF2***, *MIR4479*	downstream, upstream, upstream, in gene, downstream

## Data Availability

Our data resulting from CHIP Sequencing analysis were deposited in the GEO database (accession number: GSE205455).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms23169154/s1.

How the deposited data were processed for this re-analysis (not part of the article)

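H3K27ac ChIP-Seq was analysed in 4 libraries, 1 each of parental HSC-3, Cmab-LTE HSC-3, parental SAS and Cmab-LTE SAS cells. The sample list also holds 2 input DNA samples, which were not analysed here, and their labels do not say whether they come from parental or Cmab-LTE cells. The expression, survival and staining results of the study were not analysed here.

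The authors aligned the reads to hg38 with BWA, removed duplicates and reads of low mapping quality, called peaks with MACS separately in each library, removed blacklisted regions and stitched neighbouring peaks into merged regions. The deposited tag counts are the numbers of aligned reads in each merged region, as whole numbers, taken by the authors from read files that their methods call normalized. The step of that normalization and the use of the inputs in peak calling are not described in the methods. A further deposited column holds a small whole number per region, read here as the number of stitched peaks and not used for any result. The SEs are the authors' own list, a subset of the merged regions, and all SE entries were found in the merged regions of the same library. Region ends lay within the chromosome lengths of the reference on all 23 chromosomes checked.

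From these files, the SEs of the 4 libraries were merged into 1708 regions by an overlap of 1 bp or more, and gained, lost and common regions were counted. For each region, the tags, covered length and number of overlapping merged regions of each library were summed. Because regions were called separately in each library, a tag ratio also moves with the covered length, and tag density is given beside it. The depth of a library is not known here, since the number of reads sequenced is not in the values used. The tags inside the merged regions, between 9113773 and 14269966, also move with enrichment and peak calling. If the unnamed normalization already evened out the depth, scaling to these totals may correct for it again. Tag counts have exact 95% Poisson intervals, and ratios of 2 counts have exact binomial intervals. These cover counting error and not the variation between cultures, which 1 library per condition cannot give.

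Common gained and common lost regions were set beside 10000 random draws, matched on the rank of the region in the parental library for gains and in the Cmab-LTE library for losses, and in further draws also on 5 classes of GC content. Because a gained region is an SE of the Cmab-LTE library and a lost region one of the parental library, draws from those SEs, matched on their rank in that library, were added after the first draws had been seen. The counting and drawing steps were tested for gains and draws on parental rank only, on simulated data with the same 22386 regions of parental HSC-3 in every library. Of 60 regions raised 3-fold in both simulated Cmab-LTE libraries, 44 were among the 51 regions called common gained. With none raised there were 5 common gained regions, a number reached by 93.5% of the 200 draws. Of the raised regions that were missed, 7 were already SEs in a simulated parental library. In the data, regions were called separately, and 43 of the 68 common gained regions in HSC-3 and 34 in SAS differed by less than 1.5-fold. The simulation does not show how such small changes are called.

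The samples, the counting rules and the alternatives were set before the data were examined. The alternatives were SE shares of 4% and 6%, a cutoff at a slope of 1, pairwise overlap by 1 bp or by 50% of the SE, a limit on the summed tags of the other library and a minimum difference of 1.5-fold. For the tag ratios at the 4 gene regions they were scaling to total tags, apportioning tags to the Table 1 region and tag density. Regions and genes were named by a rule set at the same time: the 4 genes of the study, the 5 SEs with the highest tag count per library, the 5 common gained and 5 common lost regions with the most extreme ratio over both lines, and the other genes the paper names for SE overlap only. Genes were placed with GENCODE 44 and with the RefSeq annotation of GRCh38.p14. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.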

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

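The draws from parental SEs and the tests of the cutoff, of GC content, of restitched peaks, of neighbouring regions and of the chromosome 2 segment were chosen after related values had been seen. The draws matched on Cmab-LTE rank were set before their results were seen.

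The paper lists common gained SEs and does not report SEs lost in both lines. There were 131 such regions, against 68 common gained regions. Their median log2 tag ratio was -0.74 in HSC-3 and -2.10 in SAS, the latter over the 126 regions with a merged region in Cmab-LTE SAS, and their median density ratio was 0.76 and 0.55. The 5 regions with the strongest loss over both lines lay on chromosomes 13, 3, 7, 4 and 11, and the one on chromosome 13 at 31742372 to 31797131, over RXFP2, had 6038 tags in parental and 895 in Cmab-LTE HSC-3, 3351 in parental SAS and no merged region in Cmab-LTE SAS. In 10000 draws matched on Cmab-LTE rank, at most 36 regions were shared. These draws do not require a parental SE, which a lost region has by definition, and the parental libraries share many SEs. Draws from the parental SEs, matched on parental rank, shared a median of 95 regions and at most 120. With GC content matched as well, the median was 102 and the maximum 126. The second kind of draws takes account of the SEs that the parental libraries share. The 131 regions are thus more than independent losses from the parental SEs would give, by a small margin, which does not tell a technical from a biological source. Of the common lost regions, 103 of 131 were in the top 10% of Cmab-LTE HSC-3, and 33 of 126 in the top 10% of Cmab-LTE SAS. In HSC-3, the tags differed by less than 1.5-fold in 52 of the 131 regions. Crossing of the cutoff by a small change may thus account for a part of the losses in HSC-3. The values in SAS, where most regions fell well below the cutoff, argue against such a crossing there. With the GC trend of each library removed and SEs called again, 119 regions were common lost, of which 71 were among the 131, so a part of GC content stays open. Restitching of the same peaks reaches at most 7 regions per line, in which the summed Cmab-LTE tags came to the lowest SE tag count. All merged regions within 1 Mb, SE or not, had a median log2 ratio, relative to all regions, of -0.061 in HSC-3 and -0.41 in SAS, against -0.24 and -1.88 for the lost regions. The neighbours lay on the side of the lost regions, so a copy number loss of some segments cannot be told apart from regional loss of H3K27ac, because no input DNA was analysed. A biological loss on cetuximab exposure is one hypothesis that stays open, and so is a parental SAS library that resembles parental HSC-3 for another reason, since these regions are those with an SE in both parental libraries alone.

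In Cmab-LTE SAS, 2 of the 5 highest SEs lay on chromosome 2p, a signal the paper marks in Figure 1 but does not discuss. The SE at 43009950 to 43089067 held 25611 tags, a log2 ratio of 1.86 to parental SAS, and its covered length rose from 30.3 to 79.1 kb. The SE at 40346370 to 40458435 held 18515 tags, a log2 ratio of 3.90, and its covered length rose from 5.62 to 112 kb. At the former, the length rose less steeply than the tags. At the latter, it rose more steeply, so the tag density was lower than in parental SAS. In HSC-3 the log2 ratios were -0.31 and -2.09. From 1 Mb before the first of these SEs to 1 Mb after the second lay 18 SE regions, from 40094634 to 43496362, and all of them were SEs in Cmab-LTE SAS with more tags than in parental SAS. Of these, 15 were SEs in Cmab-LTE SAS alone, and 8 had no merged region in parental SAS. If the segment had gained copies, regions around an SE would rise with it. Around the SE at 43009950, the 34 merged regions within 1 Mb, SE or not, stood at percentile 97.2 of 1706 SE regions by their median ratio, and the median neighbour had no merged region in parental SAS. A copy number gain of this segment in Cmab-LTE SAS is a candidate explanation. Around the SE at 40346370, 21 regions had a median log2 ratio of 0.15, at percentile 65.7, so whether a gain reaches this place stays open. No input DNA was analysed, and an activation of the whole domain on cetuximab exposure, or SAS cells that differ from those of the parental library, stay open and untested.

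In 18 regions an SE was gained in HSC-3 and lost in SAS, and in 21 regions it was lost in HSC-3 and gained in SAS. These regions were noted because the 2 lines went opposite ways, and the difference was not tested, since each line has 1 library per condition. No explanation, technical or biological, was tested for them.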

How the results depend on the processing

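A comparison paired over the 2 cell lines was not made, and the results come from no test. With 1 library per condition, neither the variation between cultures nor a stability of any call could be measured. The number of SEs per library stayed within 1.5 times under both alternatives. Of 42 recounts of gained, lost and common regions, 35 stayed within 1.5 times the value reported. The common gained regions ranged from 15 to 76 and the common lost regions from 79 to 162.

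Requiring at least 1.5-fold different tags left 55 gained regions in HSC-3, 297 gained regions in SAS, 150 lost regions in HSC-3, 15 common gained and 79 common lost regions. These are lower by construction, since many regions passed the cutoff with a smaller difference. With the cutoff at a slope of 1, 312 regions were gained in SAS and 43 were common gained, where the cutoff left fewer SEs in Cmab-LTE SAS and more in parental SAS.

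At the 4 gene regions, the largest move of a tag ratio came from tag density. Scaled to total tags, the log2 ratio was 0.84 in HSC-3 and 1.14 in SAS at C9orf89, 1.18 in HSC-3 at CENPA, 1.45 and 0.85 at PISD, and 0.48 and 1.63 at TRAF2, a shift of 0.24 in HSC-3 and 0.40 in SAS set by the totals. At CENPA in SAS, the same scaling reversed the ratio from -0.11 to 0.29. The totals are not sequencing depth, so whether the scaling corrects for depth is not known. By tag density, the log2 ratio was 0.26 in HSC-3 and 0.52 in SAS at C9orf89 and 0.62 in HSC-3 at CENPA, and at TRAF2 in SAS it reversed from 1.23 to -0.14, where the covered length was 2.57 times that in parental SAS. Apportioning tags to the Table 1 region moved the C9orf89 ratio in HSC-3 to 0.69. Of 24 alternative ratios, 21 were above 0. This count includes the scaled ratios, which the totals shift upward in both lines. The definition of a gain also largely keeps the scaled ratios above 0. The choice between tags, scaled tags and tag density moved these ratios, and several of the moves went beyond the counting error.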

Differences from the paper's values

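The paper gives about 480 lost SEs for HSC-3 in Figure 1, read by eye, and 264 lost regions were counted here. None of the alternatives set before the data were examined closed the gap, with values from 150 to 315. The paper's SE total for Cmab-LTE HSC-3 is that counted here. The number read from the figure for lost SEs in HSC-3 is close to the 481 that the paper gives for gained SEs in SAS. The reason for this was not found. For SAS, the paper's about 490 in Figure 1, read by eye, stands beside 493.

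The paper gives 64 common loci in its introduction and conclusions and 68 in its results, and 68 were counted here. Its text gives 131 genes for these regions, and Table 1 lists 183 distinct names. Figure 4 of the paper speaks of specific H3K27ac signals in the Cmab-LTE lines at the 4 genes, without stating that parental cells lack them. Merged peak regions were found in all 4 libraries at each gene, and at CENPA the tags of Cmab-LTE SAS, 2045, were lower than those of parental SAS, 2213. Table 1 assigns CENPA to a region that ends 13.0 kb before the RefSeq gene. Its position entry for CENPA is upstream, so this is no difference from the paper.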

Other observations

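The tests of the likeness between libraries, of the cutoff, of GC content, of stitched peaks, of neighbouring regions, of enrichment and of the tag total, and the draws from Cmab-LTE SEs, were chosen after related values had been seen. The draws matched on parental rank were set before their results were seen.

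The library labelled parental SAS was closer to parental HSC-3 than to Cmab-LTE SAS. The Jaccard index of SE regions was 0.71 for the parental libraries, 0.67 for the HSC-3 libraries and 0.35 for the SAS libraries, the lowest of the 6 pairs. Spearman's rho of tags over regions called in both libraries was 0.90, 0.87 and 0.65 in the same order, across regions, which are not independent replicates. SEs in both SAS libraries and no HSC-3 library occupied 18 regions, no more than the 21 regions with an SE in parental HSC-3 and Cmab-LTE SAS alone, while 131 regions were SEs in the parental libraries alone. One hypothesis is that the library labelled parental SAS holds HSC-3 chromatin, through a mislabelled or mixed sample, and the 18 regions are in line with it. A Cmab-LTE SAS library from other cells, or a large change of SAS on exposure, would also part the SAS libraries and was not tested. Weaker enrichment in Cmab-LTE SAS, which had the lowest tag density, would lower the strongest parental SEs alike. Among the 250 strongest parental SEs outside the segment on chromosome 2 described above, tags and density fell 2-fold or more below the median ratio of these SEs in 19 regions in SAS, or 7.6%, and in 1 region in HSC-3. This argues against weaker enrichment as the only cause, while a part of it stays open, since the median log2 ratio of these SEs was -1.03 in SAS. With the GC trend removed, rho was 0.61 between the SAS libraries and 0.92 between the parental libraries over 14094 regions, which argues against GC content. A batch shared within the parental and within the Cmab-LTE libraries would bring the Cmab-LTE libraries together. Cmab-LTE SAS was closest to Cmab-LTE HSC-3, with a Jaccard index of 0.44, against 0.38 to parental HSC-3 and 0.35 to its own parent, while Cmab-LTE HSC-3 was closer to its parent, with 0.67, and also to parental SAS, with 0.59, than to Cmab-LTE SAS. The latter goes against such a batch as the only cause. A part of it stays open, because batch and exposure coincide in this design and cannot be told apart. The labels were kept as given. A genotype comparison of reads could test for mixed or other cells, though not for enrichment, batch or a change on exposure. It was not made here. Until then, gains and losses in SAS carry this limit. The common gained regions are those with SEs in both Cmab-LTE libraries alone, so that they would be the same regions if the parental libraries were exchanged.

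The 68 common gained regions were more than in any draw. Draws matched on parental rank shared at most 35 regions, and draws from the Cmab-LTE SEs, matched on their rank there, shared at most 58, or 59 when GC content was matched as well. Neither kind of draws takes account of how alike the parental libraries are, so they exclude no explanation. Of the 68 regions, 57 were in the top 10% of parental HSC-3 and 44 in the top 10% of parental SAS, and in 43 and 34 the tags differed by less than 1.5-fold. Crossing of the cutoff by a small change therefore cannot be told apart from a larger shared response. With the GC trend of each library removed and SEs called again, 62 regions were common gained, of which 34 were among the 68, so GC content stays open as well. Summed parental tags reached the lowest SE tag count in at most 10 regions per line, which argues against restitching as the main source. All merged regions within 1 Mb, SE or not, had a median log2 ratio, relative to all regions, of 0.23 in HSC-3 and 0.29 in SAS, against 0.97 and 0.84 for the SE regions. The neighbours lay on the side of the SE regions, so a copy number gain of some segments cannot be told apart from regional activation, because no input DNA was analysed. A shared response to cetuximab stays open as a hypothesis.

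More regions changed in SAS, 975, than in HSC-3, 417. A lower tag total of Cmab-LTE SAS would lower all regions alike and leave the ranks. Among regions with at least 500 parental tags, the tags at least doubled in 213 of 5709 regions in SAS, or 3.73%, and in 60 of 6567 regions in HSC-3, or 0.914%. Scaled to the tag totals, they fell 2-fold or more in 34.9% of these regions in SAS and in 11.5% in HSC-3. The lower total alone is therefore an unlikely source of the gains or of the losses, while the separate peak calling was not tested for these counts and stays open. Weaker enrichment of Cmab-LTE SAS would raise no strong region and lower the strongest alike. Outside the segment on chromosome 2, tags and density both at least doubled in 40 of 5703 regions with at least 500 parental tags in SAS and in 17 of 6558 in HSC-3, and the 19 SEs with uneven falls above argue against it for the losses. It is thus an unlikely only source of either, and may still add to them. The difference between the lines was not tested, and its biological share stays open.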
